A study of Rattus norvegicus with 6 samples. Its data were reported in "Effects and Mechanism of Particulate Matter on Tendon Healing Based on Integrated Analysis of DNA Methylation and RNA Sequencing Data in a Rat Model" (2022).

How the data were processed

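The series holds RNA-seq of rat Achilles tendon after tenotomy, with 3 samples of rats that inhaled fine particulate matter (PM) and 3 samples of rats that did not (non-PM). Per the labels, libraries were made with a stranded poly(A) mRNA kit and sequenced as read pairs. The submitters' notes name FastQC 0.11.7, Trimmomatic 0.38 and HISAT2 2.1.0, with the Rnor_6.0 genome. The study names StringTie for assembling transcripts and gives expression as FPKM. The deposited table gives counts per gene and sample, which are whole numbers. The same deposited table gives FPKM (fragment numbers scaled by transcript length and sequencing depth) as computed by the authors. How the counts were derived, including strand and the treatment of reads that match several loci, is not given in the sources used here. Reads of genes with near-identical copies, such as ribosomal protein genes and their processed pseudogenes, may therefore be divided between records. DNA methylation, protein and mechanical measurements are not analysed here.

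The 6 per-sample columns were matched to the sample titles by group and number. The labels number the samples without stating which animal each came from, so p-values measure the spread between these samples. Total counts ran from 46357986 to 62298837 per library. At this depth the 95% Wilson interval of a library's skeletal muscle share was at most 0.018 percentage points wide, and intervals and floors cover counting error only. No library pair was as similar as counting error alone would make it, the lowest chi-square per degree of freedom being 189.6. Gene symbols and identifiers are those of the deposited table. A table of current gene names was used for names only, and because it belongs to a later assembly no coordinates are given.

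Genes were tested in R 4.3.3 with edgeR 4.0.16, by filterByExpr on group, TMM factors and the two-sided quasi-likelihood test with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A relaxed criterion was an unadjusted p under 0.05 with a fold change of at least 1.2 in either direction, taken from the methods of the study. Of 37991 genes listed, 12229 had no count and 18134 were tested. Errors of log2 fold changes are approximate standard errors (SE) derived from the quasi-likelihood test. Each is the absolute log2 fold change over the square root of the F statistic. Levels are CPM, the counts of a gene over the TMM-scaled library total, with the standard deviation (SD) over the 3 samples of a group. Shares of counts were compared by exact two-sided permutation tests, for which 3 against 3 samples allow no p under 0.1. A fold against a group with no count was computed against a floor of 3 counts over the group.

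Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation preset to 0.01, two-sided) with Benjamini-Hochberg adjustment over 30 lists, and with fry as a second test. Camera compares a list with all other genes, and fry tests whether a list's genes move on balance in 1 direction. The lists covered tendon lineage and tendon matrix, fibrillar collagens, collagen processing and cross-linking, matrix proteases and their inhibitors, and cartilage and bone formation. The fibrillar collagen list is wider than its name, since Col6a1, Col6a2, Col6a3, Col12a1, Col14a1, Col15a1 and Col16a1 are not fibril-forming collagens. Its share of counts also includes a further record outside the list. Signalling lists covered cAMP and CREB components, CREB-responsive immediate-early genes, the PI3K-Akt core and calcium handling. Response lists covered inflammatory genes, interferon-stimulated genes, endoplasmic reticulum (ER) folding, the aryl hydrocarbon receptor, NRF2 and oxidative stress, the clock and proliferation. Lists of cell machinery covered cytosolic ribosomal proteins and oxidative phosphorylation. Other cell types were covered by lists for skeletal muscle, adipocytes, macrophages, neutrophils, T and B lymphocytes, mast cells, erythroid cells, endothelium, smooth muscle and pericytes, Schwann cells and keratinocytes. The last list holds the genes of cAMP-mediated signalling that the study names, chosen by the study on these samples. Of 776 list symbols, 771 were matched, 15 of them through the table of current names. The symbols without a match were Rps19, Ogn, Pcolce2, Ccr2 and Trac.

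Named genes were chosen by rule. The first part of the rule took 16 genes that the study or its model names, whatever their values, of which 1 is not reported here. The second part took, in each direction, the 10 genes with the smallest unadjusted p among those past the relaxed criterion with a mean FPKM of 1 or more, a named symbol and no overlap between groups, since no gene passed the adjusted test. The third part took up to 4 members of each list with the smallest unadjusted p. The tests, lists, naming rule and most alternatives were fixed before the data were examined. The study had already reported, from these samples, higher pathways of ER protein processing and of cAMP, calcium and PI3K-Akt signalling. It had also reported a lower ribosome pathway. Calls of the lists on these themes are therefore not independent of that report.

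Alternatives were median-of-ratios size factors, total counts without TMM factors, library sizes without muscle, erythroid and adipocyte genes, no filter on low counts, a mean of at least 50 counts, DESeq2 1.42.0, and limma with trend on log2(FPKM + 1) or log2(FPKM + 0.1) over genes with an FPKM of 0.5 or more in at least 3 samples. Further alternatives were the sample number as a block, a skeletal muscle score as a covariate, an unadjusted p under 0.01, an adjusted p under 0.1, an inter-gene correlation estimated per list, and leaving out each library in turn. The muscle score was the mean log2 CPM of the skeletal muscle list. None of the scalings moved the median of all genes by as much as 0.1 on the log2 scale. The TMM factors of single libraries ran from 0.7913 (non-PM replicate 3) to 1.1582 (non-PM replicate 2). Overlap between groups and SDs of CPM were taken on TMM-scaled values and depend on these factors. The pipeline was tested on simulated data with the same number of genes. It recovered 1 of 98 genes changed 2-fold and 39 of 97 genes changed 4-fold, with 4 false calls among 44, and it called the 1 list that had been shifted by 0.4 on the log2 scale. Simulated genes were drawn independently, whereas estimated correlations within the real lists ran from 0.0058 (calcium handling) to 0.992 (oxidative phosphorylation). The simulation therefore cannot show how camera with a preset correlation behaves on correlated lists.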

Results

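RNA-seq measured gene expression in the Achilles tendon of Sprague-Dawley rats, an outbred laboratory strain, after tenotomy, the surgical transection of the tendon. The PM group of 3 samples came from rats that inhaled fine particulate matter 3 times a week for 6 weeks, and the non-PM group of 3 samples came from rats without this exposure. The rats were 8 weeks old at tenotomy, before the weeks of exposure. The libraries held 62298837, 55670917 and 54260599 counts in PM replicates 1 to 3 and 52784317, 46357986 and 57061846 counts in non-PM replicates 1 to 3. The comparison of the groups asks which genes differ in the healing tendon of rats that inhaled particulate matter.

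In camera with a preset correlation, components of cAMP signalling, chaperones of the ER and endothelial markers were higher in PM tendons than other genes, and cytosolic ribosomal protein genes were lower. None of these calls held with an estimated correlation, where the adjusted p was 0.538 for cAMP and CREB components, 0.538 for ER folding, 0.578 for endothelial and 0.578 for ribosomal protein genes. The endothelial call also ended without PM replicate 1 (adjusted p = 0.0562). The study had reported cAMP, ER processing and ribosome pathways in these directions from the same samples, so those calls are not independent evidence. Creb1, the transcription factor activated by cAMP-dependent kinase, was 0.46 ± 0.15 higher on the log2 scale (SE, 3 samples per group). The ER co-chaperone Dnajb9 was 0.60 ± 0.13 higher, and the ribosomal protein gene Rpl8 had a log2 fold change of -0.40 ± 0.12. All 78 measured ribosomal protein genes had a log2 fold change below 0, as did 64 of 78 other genes loosely matched to them in length and expression. None of these single-gene differences passed adjustment over all genes.

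The pieces of tissue differed in composition within both groups. Skeletal muscle genes took 6.92 ± 3.25% of counts in PM and 7.93 ± 5.87% in non-PM tendons (SD, n = 3, exact permutation p = 0.8). The fibrillar collagen list, which also holds collagens that are not fibrillar, took 7.87 ± 2.67% in PM and 6.21 ± 4.56% in non-PM tendons (SD, n = 3, exact permutation p = 0.8). Non-PM replicate 3 stood apart, with 0.979% of counts from the fibrillar collagen list (95% Wilson interval 0.976 to 0.981%) and 14.4% from skeletal muscle genes. It also scored 109.9 on the first principal component, where the other libraries lay between -60.3 and 10.9. Myh4, the myosin heavy chain of the fastest muscle fibres, took 0.612% of counts in PM replicate 2 and 0.632% in PM replicate 3, and at most 0.00507% in any other library. Keratinocyte genes took 0.106% of counts in non-PM replicate 2 (95% Wilson interval 0.105 to 0.107%) and 0.0020% or less elsewhere. Over the 10 shares of counts compared, the smallest adjusted p of the exact permutation tests was 0.667.

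**Figure D1:**
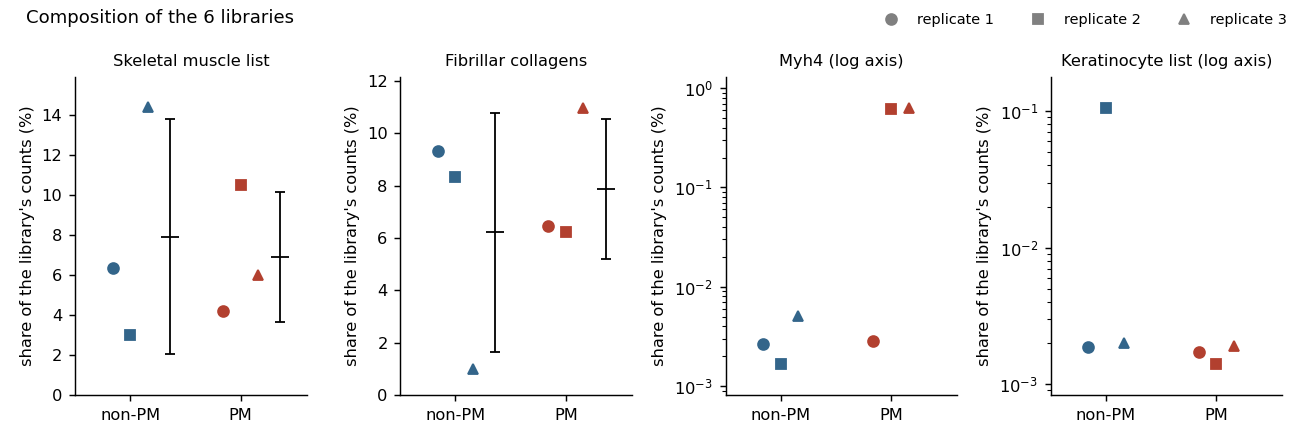
Share of each library's counts (%) from skeletal muscle genes, the fibrillar collagen list, Myh4 and keratinocyte genes in 3 non-PM and 3 PM libraries, with a log axis for the last 2 panels. Symbols mark replicates, and bars in the first 2 panels the mean ± SD. Non-PM replicate 3 has 0.979% of counts from the fibrillar collagen list, Myh4 is high in PM replicates 2 and 3, and keratinocyte genes are high in non-PM replicate 2.

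Components of cAMP and CREB signalling were higher in PM tendons as a list. Of 44 measured members, 31 had a log2 fold change above 0 and 13 below, with a median of 0.16. By the relaxed criterion 9 members were higher, 0 were lower and 35 did not pass. Adenylyl cyclase Adcy5 (gene 64532), which makes cAMP, stood at 30.3 ± 5.55 CPM in PM and 20.6 ± 0.759 CPM in non-PM tendons (SD, 3 samples per group). Creb1 (gene 81646) stood at 36.5 ± 5.08 against 26.6 ± 0.143 CPM. The kinase subunit Prkar2b (gene 24679) was 0.94 ± 0.32 higher on the log2 scale, and Pde3a (gene 50678), a phosphodiesterase that degrades cAMP, was 0.65 ± 0.16 higher. Adcy6 was 0.41 ± 0.18 higher without passing the relaxed criterion (unadjusted p = 0.0614), and 0.27 to 0.51 higher with 1 library left out. Gnaq was 0.72 ± 0.29 higher, with overlapping groups, and 0.45 higher without PM replicate 3. Camera called the list higher at an adjusted p of 1.48e-04, and the adjusted p was 0.538 with an estimated correlation. Without the 7 members that are also in the study's own cAMP list, the other 37 members had a median of 0.08 and an adjusted p of 0.0612. The study chose those 7 on these samples, so the call of the full list, which rests in part on them, is not independent evidence. For the same reason a lower median of the remainder follows from the choice. Of the other 37 members 24 had a log2 fold change above 0 and 13 below. Creb1, Adcy5, Adcy6, Prkar2b and Pde3a are among the 7. Endothelial genes had a median log2 fold change of 0.36, but their mean did not rank the PM libraries as the mean of the cAMP and CREB list did.

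The cAMP-mediated signalling genes that the study names had a median log2 fold change of 0.72, with 10 of 15 measured members higher, 2 lower and 3 not past the relaxed criterion. This list was chosen by the study on these samples and is not independent evidence of its direction. The lower members included Rap1gap, which switches off the GTPase Rap1 (log2 fold change -0.97 ± 0.25). Gucy1b3, a subunit of soluble guanylate cyclase, was 0.80 ± 0.22 higher on the log2 scale, and the apelin receptor Aplnr was 0.86 ± 0.22 higher. Camera gave an adjusted p of 4.42e-10, which was 0.538 with an estimated correlation. Adjusted over the list alone, 12 of its members passed, which is not independent evidence for the same reason. In each of the other 29 lists 0 members passed when adjusted over the list alone (edgeR, 537 genes at an unadjusted p under 0.05 over all genes, DESeq2 with 8 genes past adjustment over all genes).

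CREB-responsive immediate-early genes, which many stimuli induce, gave no call over all 6 libraries. Of 20 members 9 lay above 0 and 11 below, with a median log2 fold change of -0.01 and an adjusted p of 0.899. Without non-PM replicate 3 the immediate-early list was called higher, with 3 of 20 members below 0, a median of 0.20 and an adjusted p of 0.0249, and its direction in camera turned without PM replicates 2 or 3 or non-PM replicates 1 or 2. The PI3K-Akt core had 39 members, of which 2 were higher by the relaxed criterion and 37 did not pass. The kinase gene Akt1 had a log2 fold change of -0.29 ± 0.26 (-0.04 without non-PM replicate 3 and -0.45 without non-PM replicate 2), and the transcription factor gene Foxo1 was 0.73 ± 0.26 higher on the log2 scale. The median of the PI3K-Akt list was -0.06 while its mean of 0.05 and the camera direction were positive (adjusted p = 0.351). Without non-PM replicate 3 it was called higher, with a median of 0.16 and an adjusted p of 0.00234, and without non-PM replicate 2 the direction in camera turned (median -0.14, adjusted p = 0.931). Calcium handling genes had a median of 0.17 over 43 members, with Ryr2 higher, Nfatc2 lower and 41 not past the relaxed criterion (adjusted p = 0.221). Nfatc2 was highest in non-PM replicate 3, and its log2 fold change was -0.995 ± 0.40 with that library and -0.39 without it. The calcium list was called higher without non-PM replicate 3 (median 0.16, adjusted p = 0.00398) and its direction in camera turned without non-PM replicate 2 (median 0.04, adjusted p = 0.699).

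Genes of ER protein folding and the unfolded protein response were higher in PM tendons as a list. Of 34 members 30 had a log2 fold change above 0, with a median of 0.35, and 7 were higher by the relaxed criterion while 27 did not pass. Dnajb9 (gene 24908) stood at 40.1 ± 1.21 CPM in PM and 26.4 ± 2.70 CPM in non-PM tendons (SD, 3 samples per group). Hyou1 (gene 192235), an ER chaperone of the HSP70 family, stood at 113.0 ± 19.1 against 69.6 ± 6.78 CPM. The co-chaperone Dnajc3 was 0.53 ± 0.14 higher on the log2 scale, and the disulfide isomerase Creld2 was 0.92 ± 0.27 higher. Camera called the list higher at an adjusted p of 2.30e-08, and the adjusted p was 0.538 with an estimated correlation. Without non-PM replicate 3 the median was 0.21 (camera adjusted p = 1.06e-05).

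Cytosolic ribosomal protein genes were lower in PM tendons as a list. All 78 members had a log2 fold change below 0, with a median of -0.37, also under each alternative scaling, and 3 were lower by the relaxed criterion while 75 did not pass. Rpl38 (gene 689284) stood at 123.6 ± 31.2 CPM in PM and 209.0 ± 32.3 CPM in non-PM tendons, and Rpl8 (gene 26962) at 32.7 ± 2.02 against 43.2 ± 2.11 CPM (SD, 3 samples per group). Rpl36 had a log2 fold change of -0.47 ± 0.17. Other genes loosely matched to them in length and expression were also lower, with a median of -0.25 and 64 of 78 below 0. Camera called the list lower at an adjusted p of 1.80e-22, and the adjusted p was 0.578 with an estimated correlation. Oxidative phosphorylation genes, the nuclear-encoded subunits of the respiratory chain, had a median of -0.51 with all 44 members below 0 and none past the relaxed criterion (edgeR, where 537 of all genes passed and DESeq2 called 8). Cox4i1 had a log2 fold change of -0.61 ± 0.44 and Ndufa2 of -0.48 ± 0.34, or -0.09 and -0.07 without non-PM replicate 3. Camera gave this list an adjusted p of 1.52e-06, which was 0.740 with an estimated correlation. Without non-PM replicate 3, the library with 14.4% of counts from skeletal muscle genes, the direction of oxidative phosphorylation turned, with a median of 0.13 and an adjusted p of 0.0407, while its median was -0.81 without PM replicate 2 and -0.82 without non-PM replicate 2.

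**Figure D2:**
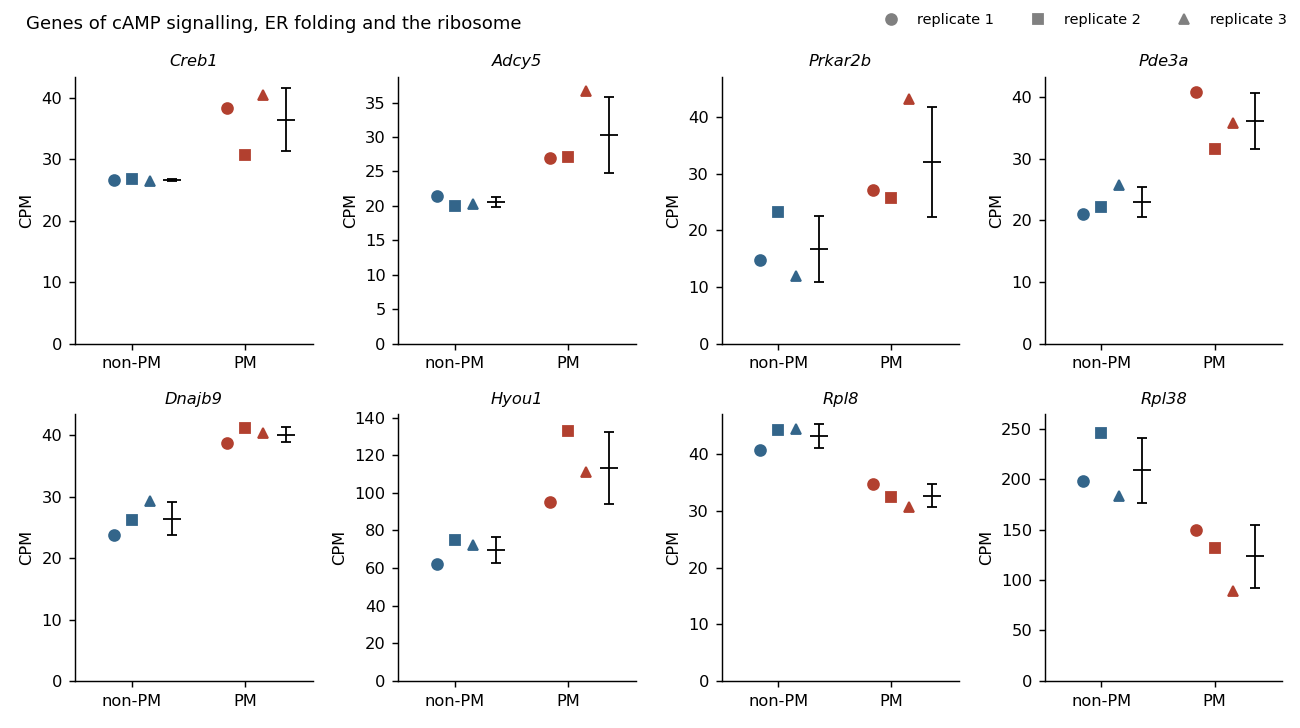
Level in CPM (counts over the TMM-scaled library total) of 8 genes of cAMP signalling, ER folding and the ribosome in 3 non-PM and 3 PM libraries; symbols mark replicates and bars the mean ± SD. Creb1 stood at 36.5 CPM in PM and 26.6 CPM in non-PM libraries on average. On this scaling the PM and non-PM values of each of the 8 genes do not overlap. Over unscaled totals Creb1 overlaps, with 1650 of 55670917 counts in PM replicate 2 and 1411 of 46357986 in non-PM replicate 2. These genes had small unadjusted p-values within their lists, so their separation follows largely from the choice. Of all genes tested 9.68% do not overlap, where chance gives 10%.

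Vessel and fat cell markers were higher in PM tendons as lists. Of 19 endothelial genes 18 had a log2 fold change above 0, with a median of 0.36, and 4 were higher by the relaxed criterion while 15 did not pass. Cdh5, the adhesion molecule of endothelial junctions, was 0.58 ± 0.23 higher on the log2 scale (0.36 without PM replicate 1), the angiopoietin receptor Tek was 0.47 ± 0.17 higher, and Calcrl was 0.60 ± 0.16 higher. Camera gave the endothelial list an adjusted p of 8.49e-07, which was 0.578 with an estimated correlation. Without PM replicate 1 the call ended (median 0.15, adjusted p = 0.0562). Smooth muscle and pericyte genes had a median of 0.35 over 18 members, 4 of them higher by the relaxed criterion and 14 not past it. The pericyte gene Rgs5 was 0.96 ± 0.28 higher, and Mylk, the myosin light chain kinase, was 0.61 ± 0.21 higher. The adjusted p of the smooth muscle list was 3.91e-04, or 0.578 with an estimated correlation, and 0.0561 without PM replicate 1, and its median was 0.17 without non-PM replicate 1. Adipocyte genes had a median of 0.59 over 19 members, of which 2 were higher by the relaxed criterion (Lipe and Gpd1) and 17 did not pass. Gpd1, an enzyme of glycerol metabolism, stood at 41.0, 224.6 and 242.6 CPM in PM replicates 1 to 3 and at 59.0, 57.6 and 62.1 CPM in non-PM replicates 1 to 3, so its high values lay in the PM libraries with much Myh4. The adipokine Adipoq was 1.43 ± 0.61 higher on the log2 scale (0.71 without PM replicate 3). The adjusted p of the adipocyte list was 2.25e-05, or 0.578 with an estimated correlation. The adipocyte median was 0.24 without PM replicate 3, 0.92 without PM replicate 1 and 0.96 without non-PM replicate 2, and with a skeletal muscle score as a covariate it was 0.65 with an adjusted p of 0.105, so the call ended without a smaller fold.

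The collagen genes Col1a1, Col1a2 and Col3a1 and the tendon genes Scx and Tnmd differed between the groups by less than their standard errors. The tendon transcription factor gene Scx had a log2 fold change of -0.21 ± 0.28, Mkx of 1.43 ± 0.66 (2.33 without non-PM replicate 2) and the tenocyte marker Tnmd of 0.14 ± 0.70. Col1a1, the major collagen of tendon, was 0.36 ± 0.98 higher on the log2 scale, Col1a2 was 0.38 ± 0.87 higher and Col3a1, a collagen of scar tissue, was 0.48 ± 0.73 higher. Without a single library Col3a1 lay between 0.05 (without non-PM replicate 3) and 1.30 (without non-PM replicate 2). Reads of Col1a2 were divided between its record and another record described as the same chain. The tendon lineage list had a median of 0.23 over 20 members, none of them past the relaxed criterion, and an adjusted p of 0.0726. It was called higher without PM replicate 2 (median 0.50, adjusted p = 0.00150) or non-PM replicate 2 (0.67, 4.61e-04), and its direction turned without non-PM replicate 3 (-0.06, 0.519). The fibrillar collagen list had a median of 0.35 over 14 members and an adjusted p of 0.0140, which was 0.740 with an estimated correlation. Collagen processing and cross-linking genes had a median of 0.21 over 22 members and an adjusted p of 0.00982, or 0.762 with an estimated correlation. Neither list had a member past the relaxed criterion. With a skeletal muscle score as a covariate the medians were 0.85 for tendon lineage (adjusted p = 6.42e-06), 0.85 for collagens (2.09e-06) and 0.44 for collagen processing (6.42e-06), so that tendon lineage gained a call. Both directions turned without non-PM replicate 3, to medians of -0.09 for collagens (adjusted p = 0.429) and -0.11 for collagen processing (adjusted p = 0.237). Both calls also ended without PM replicate 1, at adjusted p-values of 0.128 and 0.0551, and that of the collagens without PM replicate 3, at 0.0568. Without non-PM replicate 2 the medians were 0.60 for collagens and 0.33 for collagen processing, and without non-PM replicate 1 that of collagen processing was 0.46. Matrix proteases and their inhibitors had a median of 0.24 over 25 members and an adjusted p of 0.0249, or 0.608 with an estimated correlation. Of these 25, Adamts9 was 0.50 ± 0.17 higher, Mmp12, a macrophage elastase, had a log2 fold change of -1.82 ± 0.60, and 23 did not pass the relaxed criterion. The protease call ended without PM replicate 1 (adjusted p = 0.217) and on log2(FPKM + 1) in limma (adjusted p = 0.0562), its direction in camera turned without non-PM replicate 3 (median 0.01, adjusted p = 0.977), and its median was 0.40 without non-PM replicate 2. With the covariate the protease median was 0.56 (adjusted p = 4.85e-04), and Mmp12 had a log2 fold change of -1.196 without non-PM replicate 2. Cartilage and bone genes had a median of 0.13 and a mean of -0.01 over 28 members (adjusted p = 0.109). They were called higher without non-PM replicate 1 (median 1.70, adjusted p = 9.35e-14) or PM replicate 1 (0.50, 2.47e-04), and the direction turned without non-PM replicate 3 (-0.27, 0.429).

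Inflammatory cytokine and chemokine genes were higher in PM tendons as a list, while the classical cytokines had wide errors or few counts. Il1b was 0.45 ± 0.44 higher on the log2 scale and Il6 was 0.57 ± 1.08 higher, while Tnf had only 23 counts in the PM libraries and 21 in the non-PM libraries and was not tested. The list had a median of 0.32 over 36 members, of which 2 were higher, 1 was lower and 33 did not pass the relaxed criterion. The higher members were the endothelial adhesion molecule Sele (1.03 ± 0.26) and the eosinophil chemokine Ccl11 (1.29 ± 0.40), and the lower member was the interleukin-1 receptor antagonist Il1rn (-2.36 ± 0.78), all on the log2 scale. Il1rn was highest in non-PM replicate 2, the library with keratinocyte RNA, and without it had a log2 fold change of -0.96. The adjusted p of the inflammatory list was 0.0249, or 0.578 with an estimated correlation. This call ended without PM replicate 1 (median 0.25, adjusted p = 0.0745), non-PM replicate 2 (0.32, 0.111) or non-PM replicate 3 (0.11, 0.365). Interferon-stimulated genes had a median of 0.18 over 29 members, Ifih1 being the 1 gene past the relaxed criterion (adjusted p = 0.221). The interferon list was called higher without PM replicate 3 (0.00132) or non-PM replicate 1 (0.0373), and its direction in camera turned without PM replicate 2 (0.137) or non-PM replicate 3 (0.977). NRF2 and oxidative stress genes were lower as a list, with 24 of 29 members below 0, a median of -0.20 and an adjusted p of 0.00307, or 0.578 with an estimated correlation. The metallothioneins Mt2A and Mt1, which bind metals, had log2 fold changes of -0.73 ± 0.22 and -0.66 ± 0.27, and the other 27 members did not pass the relaxed criterion. The NRF2 median was -0.04 without non-PM replicate 3, -0.12 without PM replicate 3 and -0.30 without PM replicate 2, with adjusted p-values of at most 0.0401. Aryl hydrocarbon receptor genes, which respond to combustion products, had a median of 0.23 over 9 members and an adjusted p of 0.121. Without PM replicate 1 they were called higher (median 0.30, adjusted p = 0.0409), and the median was 0.48 without PM replicate 2, 0.40 without non-PM replicate 1 and 0.45 without non-PM replicate 2.

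**Figure D3:**
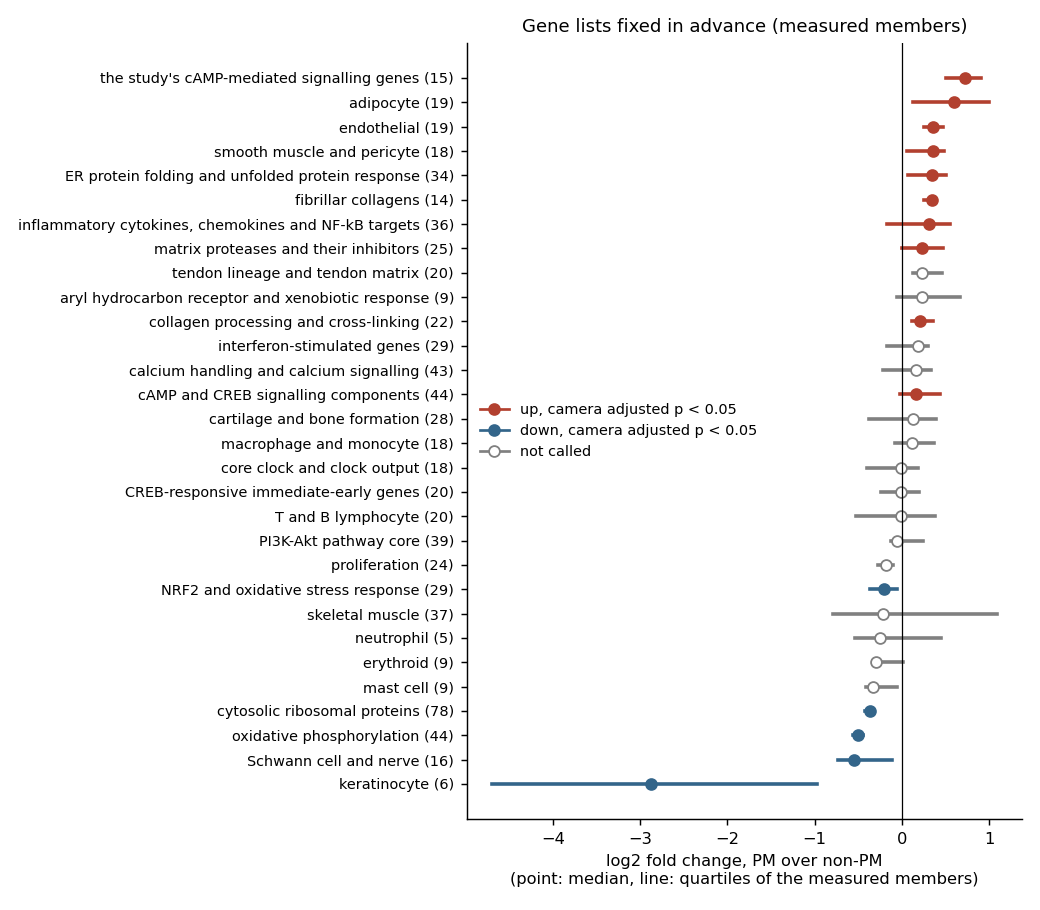
Log2 fold change (PM over non-PM) of 30 gene lists, with the number of measured members in brackets; points are medians, lines the quartiles of the members, and filled symbols mark lists with a camera adjusted p under 0.05. The study's cAMP genes have the highest median (0.72) and keratinocyte genes the lowest (-2.88).

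Over all 18134 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.942. An unadjusted p under 0.05 was reached by 537 genes, where 907 would be expected by chance and 773 were found in simulated data with no gene changed, and all 537 met the relaxed criterion, 266 of them higher and 271 lower in PM tendons. DESeq2 called 8 genes at an adjusted p of 0.05, and limma on log2(FPKM + 1) called 0. The relaxed count fell to 206 without PM replicate 3 and stood at 1209 without non-PM replicate 2 and 826 without non-PM replicate 3. PM and non-PM values did not overlap in 1755 genes, or 9.68% of those tested, where chance gives 10%.

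Among the genes that separated the groups with the smallest unadjusted p-values, Slco2a1 (gene 24546), a prostaglandin transporter, stood at 68.2 ± 12.8 CPM in PM and 34.1 ± 5.83 CPM in non-PM tendons (SD, 3 samples per group). On the log2 scale the sulfotransferase Chst7 was 0.78 ± 0.19 higher, the spectrin Sptbn5 was 0.93 ± 0.22 higher, the growth factor Bmp5 was 0.84 ± 0.20 higher and the tetraspanin Tspan8 was 0.62 ± 0.16 higher. Of the lower genes, Klhdc4 (gene 307917) had no count in the PM libraries and 117 counts in the non-PM libraries, at least 45.6-fold lower against a floor of 3 counts over the group. Glb1l2 (gene 503194), a beta-galactosidase-like gene, stood at 4.78 ± 1.01 CPM in PM and 18.1 ± 6.12 CPM in non-PM tendons (SD, 3 samples per group). The Wnt receptor Fzd10 had a log2 fold change of -2.31 ± 0.48, the zona pellucida gene Zp2 of -1.77 ± 0.42, the mitochondrial ribosomal gene Mrpl4 of -1.03 ± 0.28, Cdhr4 of -1.32 ± 0.36 and the pseudogene Rpl5l1 of -0.81 ± 0.18. The epithelial genes Gsdma (-3.61 ± 0.95) and Tp63 (-1.43 ± 0.39) were also lower on the log2 scale, and both were highest in non-PM replicate 2, the library with 0.106% of counts from keratinocyte genes. Without it they had log2 fold changes of -1.93 and -0.94. Each of these genes had an adjusted p of 0.942 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

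By camera 15 of 30 lists were called at an adjusted p of 0.05, 10 higher and 5 lower in PM tendons. None of these calls held with an estimated correlation, where the smallest adjusted p was 0.538. Unadjusted camera p-values there were 0.0206 for the study's cAMP genes, 0.0387 for cAMP and CREB components, 0.0538 for ER folding and 0.146 for ribosomal proteins. For calcium handling the unadjusted p rose from 0.177 to 0.223, although its estimated correlation of 0.0058 lies below the preset 0.01. The setting therefore changes more than the correlation, and the lost calls cannot be put down to correlation alone. By fry 4 lists had an unadjusted p under 0.05, namely cAMP and CREB components (0.0241), ER folding (0.0247), ribosomal proteins (0.0252) and the study's cAMP genes (0.0118), and the smallest adjusted p was 0.189. On TMM-scaled values the mean expression of 5 lists did not overlap between the groups, which is 16.7% of 30 lists where chance gives 10%. Each had an exact permutation p of 0.1, the smallest that 3 against 3 samples allow. Among these 5 is the study's cAMP list, which was chosen on these samples. Separation of these means without TMM factors was not tested. The share of unscaled counts from ribosomal protein genes did overlap, with 3.34% in PM replicate 1 and 2.86% in non-PM replicate 3 (exact permutation p = 0.2).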

Values the study reported

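The study combined DNA methylation and expression and reported 67 genes that were less methylated and more highly expressed after exposure, and 9 genes that were more methylated and less expressed. In Western blots, compared by Student's t-test, it reported phosphorylated CREB (p = 0.031), cAMP (p = 0.021) and phosphorylated Akt (p = 0.007) as higher with exposure. Collagen type I protein was lower (p = 0.004). Col1a1 RNA differed here by less than its standard error, which is too wide for the RNA to speak for or against the protein result. TNF-alpha was reported as higher with p = 0.009 among the blots, where the study calls the level serum. By ELISA of serum it was higher with p = 0.004. The load to failure of the healed tendon was given as 36.0 ± 9.0 N with exposure and 47.3 ± 4.1 N without it (p = 0.04).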

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

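Leaving out non-PM replicates 2 and 3 together, 2 further scalings of the list tests, and the cAMP list without the study's genes were chosen after the data were seen. Of 420 list results under the alternatives, 306 kept their direction and side of the threshold, 36 lost the call, 33 gained a call and 45 reversed, and of 1330 results for named genes 15 reversed and 8 gained a call in DESeq2. No named gene was called in edgeR over all 6 libraries (537 genes at an unadjusted p under 0.05), so no call of a gene could be lost. The relaxed count of 537 genes became 294 with total counts only, 237 and 235 in limma on log2(FPKM + 1) and log2(FPKM + 0.1), 846 in DESeq2, 2258 with the muscle score as a covariate, 675 without non-PM replicates 2 and 3 together (13 lists called) and 61 at an unadjusted p under 0.01, where the stricter threshold is the cause. Leaving out each library in turn gave 206 to 1209. In limma on log2(FPKM + 1) 63.3% of the relaxed genes were higher in PM tendons, and without non-PM replicate 3 33.5% were. Genes past an adjusted p of 0.05 numbered 0 in edgeR (537 at an unadjusted p under 0.05) and 8 in DESeq2, namely Klhdc4, Glb1l2, Fzd10 and Gsdma, which were lower, and Pvalb, Actn3, Myh4 and Ostn, which were higher. Ostn, a secreted peptide gene, was named after its values were seen (log2 fold change 5.44, DESeq2 adjusted p = 0.00935). Except where stated, the cause was not tested. Without non-PM replicates 2 and 3 a single non-PM library is left, which is assumed to vary like the PM libraries, so the p-values and calls of that setting rest on the spread of the PM group alone. With an estimated correlation 0 lists were called by camera, with adjusted p-values of 0.538 for cAMP and CREB components, 0.538 for ER folding, 0.578 for ribosomal proteins and 0.538 for the study's cAMP genes. Without the study's genes the cAMP and CREB list had a camera adjusted p of 0.0612 (its alternatives ranged from 4.38e-07 to 0.538). The 7 members that left it, among them Creb1, Adcy5, Prkar2b and Pde3a, were chosen by the study on these samples. A lower remainder was to be foreseen, and the call of the full list rests in part on these members. A small number of counts limits what can be said of Tnf and Klhdc4, and in simulated data 1 of 98 genes changed 2-fold was recovered, so changes of that size can be missed.

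With the replicate block (the sample number as a pairing of PM and non-PM samples), 155 genes met the relaxed criterion, 1 gene passed when adjusted over the list alone and 18 lists were called. The direction of immediate-early genes (adjusted p = 0.989) and erythroid genes (0.960) reversed. The labels state no pairing by number. Deviations from the group mean gave no sign of one, as they correlated at -0.17, -0.39 and -0.31 between samples of equal number. Differences in tissue composition also enter these deviations, so the correlations cannot rule a pairing out.

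With the muscle score as a covariate the direction reversed for immediate-early genes (adjusted p = 0.535), clock (0.519), proliferation (0.302), erythroid (0.914) and skeletal muscle genes (0.00773), of which the last make up the covariate. Without non-PM replicates 2 and 3 together it reversed for collagen processing (0.467), cartilage and bone (1.87e-11), inflammatory (0.965), interferon-stimulated (0.407), Schwann cell (8.04e-06) and keratinocyte genes (0.829). There the log2 fold changes of Il6 (-0.19), Col1a1 (-0.45), Col1a2 (-0.37) and Dsp (1.198) reversed too.

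Leaving out each library in turn gave these ranges of the adjusted p for lists whose direction reversed in at least 1 fit. Among tendon lists they were 4.61e-04 to 0.767 for tendon lineage, 6.54e-04 to 0.429 for collagens, 1.07e-04 to 0.237 for collagen processing, 0.00674 to 0.977 for proteases and 9.35e-14 to 0.931 for cartilage and bone. Among signalling and response lists they were 0.0249 to 0.976 for immediate-early genes, 0.00234 to 0.931 for PI3K-Akt, 0.00398 to 0.699 for calcium, 0.00132 to 0.977 for interferon-stimulated genes, 2.58e-15 to 0.0407 for oxidative phosphorylation, 0.0473 to 0.840 for the clock and 1.69e-13 to 0.720 for proliferation. Among cell types they were 1.29e-12 to 0.564 for skeletal muscle, 4.61e-04 to 0.787 for macrophages, 0.0753 to 0.931 for neutrophils, 7.66e-04 to 0.502 for lymphocytes, 9.99e-05 to 0.712 for erythroid cells and 1.48e-07 to 0.292 for Schwann cells. Log2 fold changes ranged from -0.46 to 1.08 for Tnmd, -0.025 to 0.575 for Col5a3, -0.01 to 0.74 for Il1b, -0.17 to 1.04 for Col1a1, -0.14 to 0.99 for Col1a2, -0.51 to 0.019 for Scx, -0.01 to 1.198 for Il6 and -5.41 to 0.15 for Dsp. Without a reversal they ranged from 0.05 to 1.30 for Col3a1, -0.45 to -0.04 for Akt1 and 1.02 to 2.33 for Mkx. The calls for cAMP and CREB components, ER folding, ribosomal proteins, NRF2, adipocyte and the study's cAMP genes stood in all 6 of these fits, with adjusted p-values of at most 0.0401 at the preset correlation. With an estimated correlation all 6 calls were lost, at adjusted p-values of 0.538 or 0.578.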

Other observations

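The comparison of cAMP and CREB genes with vessel genes and both tests on muscle fibre genes were chosen after the result was seen, and the other tests before. The skeletal muscle list of 37 genes had a median log2 fold change of -0.22, with a mean of 0.68 and a camera direction that were positive (adjusted p = 0.125), and 5 members were higher by the relaxed criterion while 32 did not pass. Skeletal muscle genes were called higher without PM replicate 1 (median 0.08, adjusted p = 7.92e-10) or non-PM replicate 3 (0.76, 1.29e-12) and lower without non-PM replicate 2 (-0.62, 0.0103). Large values were found for fast-fibre genes, such as Myh4 (6.88 ± 1.88 on the log2 scale), the calcium buffer Pvalb (6.52 ± 1.59), the Z-disc protein Actn3 (7.25 ± 1.96) and Mybpc2 (5.93 ± 1.65), all with overlapping groups. Keratinocyte genes had a median of -2.88 over 6 members, 3 of them lower by the relaxed criterion (adjusted p = 1.25e-04, or 0.578 with an estimated correlation), with Sfn at -4.33 ± 1.598 and Dsp at -4.82 ± 1.91, or -0.37 and 0.15 without non-PM replicate 2. The keratinocyte call ended without non-PM replicate 2 (median -0.11, adjusted p = 0.292), and the median was -4.64 without PM replicate 1, -4.66 without PM replicate 2, -5.14 without non-PM replicate 1 and -5.16 without non-PM replicate 3. Schwann cell genes had a median of -0.55 over 16 members, the neurofilament gene Nefl being the 1 gene lower by the relaxed criterion (adjusted p = 0.0179, or 0.740 with an estimated correlation). That call ended without PM replicate 2 (0.292) and without non-PM replicate 2 (0.0507), and without non-PM replicate 3 the direction turned (median 0.13, adjusted p = 0.209), while the median was -0.93 without non-PM replicate 1. With the muscle score as a covariate both calls ended, with medians of -0.52 for Schwann cell genes (0.0679), about as before, and -0.91 for keratinocyte genes (0.0889).

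Immune and blood cell genes gave no call over all 6 libraries. Macrophage genes had a median log2 fold change of 0.12 over 18 members (adjusted p = 0.109), neutrophil genes of -0.25 over 5 (0.658), erythroid genes of -0.30 over 9 (0.777) and T and B lymphocyte genes of -0.01 over 20 (0.122). Macrophage genes were called higher without PM replicate 1 (0.0133), non-PM replicate 1 (0.0373) or non-PM replicate 2 (4.61e-04) and with the muscle covariate (0.0108), and their direction turned without PM replicate 3 (0.787) or non-PM replicate 3 (0.0626). Lymphocyte genes were called lower without PM replicate 2 (0.0460), PM replicate 3 (0.0215) or non-PM replicate 3 (7.66e-04) and in limma on log2(FPKM + 1) (0.0330), and their direction turned without PM replicate 1 (0.502) or non-PM replicate 1 (0.199). Erythroid genes were called higher without non-PM replicate 1 (0.0292) and lower without non-PM replicate 3 (9.99e-05). The lymphocyte homing receptor Ccr7 had a log2 fold change of -1.69 ± 0.48. The mast cell tryptases Tpsab1 and Tpsb2 had log2 fold changes of -0.58 ± 0.22 and -0.64 ± 0.25, and the mast cell list a median of -0.33 over 9 members (adjusted p = 0.0623). That list was called lower without PM replicate 3 (0.0268) or non-PM replicate 3 (0.00485), and its median was -0.11 without non-PM replicate 2 and -0.12 without PM replicate 2, while Tpsb2 stood at -0.36 without non-PM replicate 2. Proliferation genes had a median of -0.18 over 24 members (adjusted p = 0.564), and were called lower without non-PM replicate 3 (median -0.58, adjusted p = 1.69e-13). The clock list was centred at 0.00 over 18 members (adjusted p = 0.821), although the clock repressors Nr1d1 and Nr1d2, which act in daily rhythms, were 1.23 ± 0.40 and 0.56 ± 0.21 higher on the log2 scale. Without PM replicate 3 these values were 0.73 and 0.33, and without non-PM replicate 3 the clock list was called higher (median 0.17, adjusted p = 0.0473).

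Ribosomal protein genes were lower in PM tendons, and no single library set this, since the highest adjusted p over 6 fits that each left out 1 library was 3.49e-09, with medians from -0.46 to -0.29. These p-values rest on the preset correlation, and with the estimated correlation of 0.714 between the genes the adjusted p was 0.578. With the muscle score as a covariate the upper quartile of the ribosomal log2 fold changes was still -0.285. This argues against muscle, as this score measures it, as the whole cause. The score is a mean log2 CPM and not the share of counts. It was 10.76 in PM replicate 2 and 10.34 in non-PM replicate 3, whose muscle shares were 10.5% and 14.4%, so the share itself was not tested. A lower recovery of short transcripts in PM libraries stays open, since genes loosely matched to the ribosomal genes in length and expression (median log2 CPM of 7.79 against 8.55, log2 length ratio 0.16) had a median of -0.25 (95% bootstrap interval -0.39 to -0.13), and 64 of 78 lay below 0. The bootstrap resampled the 78 matched genes as if independent and leaves out the spread between samples, so the interval is likely too narrow. A response to the exposure and this technical explanation cannot be told apart, as the interval includes both the ribosomal median of -0.37 and the -0.18 at which only a part of it would be accounted for.

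A larger share of vessel cells in PM tendons is a candidate explanation for the cAMP and CREB genes, several of which vessel cells also express. The list had a median log2 fold change of 0.16, below the endothelial median of 0.36, so a vessel share could be large enough to account for it. Against a simple relation, PM replicate 1 had the highest endothelial mean (6.77 on the log2 CPM scale, against 6.25 and 6.20 in the other PM libraries) but a cAMP and CREB mean of 4.79 between those of PM replicate 2 (4.74) and PM replicate 3 (4.84). For the relation, non-PM replicate 3 had the highest endothelial (6.11) and the highest cAMP and CREB mean (4.69) of the non-PM libraries. So few libraries do not decide, and a response to the exposure stays open as well.

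Fast-fibre genes may be high because fast muscle tissue was present in part of the PM pieces. An exposure effect shared by every PM library is argued against, since PM replicate 1 had a fast-fibre mean of 6.56 on the log2 CPM scale, inside the non-PM range of 5.86 to 7.83, where PM replicates 2 and 3 had 10.82 and 10.17. Of 12 fast-fibre genes 8 had PM replicates 2 and 3 as their highest libraries, against 0 of 9 slow-fibre genes. Whether fast muscle lay in these pieces or fibre genes differed in 2 of 3 PM samples for another reason cannot be told apart, since the labels describe no muscle in the samples.

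The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split gave 0 genes at an adjusted p of 0.05 in edgeR (537 at an unadjusted p under 0.05, DESeq2 8) and the highest other split 3. As every split reaches a count of 0, the 10 of 10 splits giving as many say nothing about chance. For the relaxed count the real split gave 537 genes and the highest other 3538, with 6 of 10 splits giving as many. That other split set PM replicates 1 and 3 and non-PM replicate 2 against the rest, and what separates these libraries was not tested. For the lists the real split gave 15 calls and the highest other 22, with 5 of 10 splits giving as many.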
